A study of Homo sapiens with 6 samples. Its data were reported in "A 3′‐pre‐tRNA‐derived small RNA tRF‐1‐Ser regulated by 25(OH)D promotes proliferation and stemness by inhibiting the function of MBNL1 in breast cancer" (2024).

How the data were processed

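Small RNA of MDA-MB-453 cells, a human breast cancer line, was measured on 6 one-colour Arraystar small RNA arrays. The labels place 3 arrays in a control group given the alcohol solvent and 3 in a group given 25(OH)D, a circulating vitamin D metabolite, at 100 nM for 5 days. Labelling with Cy3 used 100 ng of RNA per sample. Groups follow the sample titles. The series' design text lists the group codes in an order that can be read the other way round, and if the titles were wrong every direction given here would turn. The study's PCR and blots, made apart from the arrays, also showed tRF-1 fragments lower after 25(OH)D. In a count made after seeing the data, 10 TRF probes were lower and 0 higher by the titles, past 2-fold and an unadjusted limma p under 0.05. It was 7 and 1 with the deposited log2 values, 5 and 3 with the 75th percentile over all small RNA probes, and 0 and 0 with normexp. At 1.5-fold the deposited values gave 15 lower and 11 higher. No probe could be matched to tRF-1, and the study took its PCR targets from array fragments past 2-fold, so that this count cannot check the titles. The labels number the samples of each group but do not say that they came from separate cultures, so p-values measure the spread between these samples, which may be technical.

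The deposited scanner files hold spot intensity on a linear scale, made by the authors with Agilent Feature Extraction 11.0.1.1 per the labels. Their quality columns (other values, deposited as flags of 0 or 1) mark spots that are well above background or non-uniform. The authors also deposited a table of log2 values for 3769 probes. Its columns correlated with the log2 scanner signal of the same arrays across probes at 0.99 or above, their medians were 4.54, 4.54, 4.54, 4.54, 4.55 and 4.55, and all columns shared the highest value of 16.21. The exact centring of that table and its filter are not given in the sources used here.

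Each array held 15722 spots. Of these, 14686 were small RNA probes of 1 spot each, and no such spot was saturated. The probes carry identifiers only, with the letters MIRNA, TRF or PST. No table that pairs the identifiers with RNA names was used here. The probes were therefore grouped by these letters, of which PST is not explained in the sources used here. The 46 lists of RNAs fixed before the data were examined, the tRF-1 class and the fragment tRF-1-SerTGA-1-1 could not be matched and have no value here. TRF probes stand for the tsRNAs wherever the study's thresholds are used.

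The log2 processed signal of each array was reduced by its 75th percentile over the 2330 probes that were well above background and not marked as non-uniform on all 6 arrays, since under 50% of the probes were detected. Marked spots were left out of the test. A first calculation left marked spots out array by array. As 48 bright spots were marked on control replicate 2, the percentile of that array then came from other probes than on the other arrays. The calculation was corrected to one common set after its result had been seen, and the first version is given among the alternatives. Probes well above background on at least 3 arrays were tested, 2697 in all. The model was limma 3.58.1 (lmFit and eBayes, two-sided, R 4.3.3) with group as the only term, and p-values were adjusted by Benjamini-Hochberg over all tested probes. Classes were compared with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Single values per array were compared by exact two-sided permutation tests, which cannot go below 0.1 with 3 arrays per group.

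Named probes were to be the 3 with the largest change per class and direction among those past the adjusted threshold whose groups did not overlap. As the probes have no RNA names, 2 that rose and 2 that fell are named by identifier. Where a probe was not well above background on any array of a group, its fold is a bound. The bound sets the mean of the brighter group against the mean, per array, of the higher of the probe's own level and the lowest level among probes well above background.

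All 6 arrays came from 1 scan. The control arrays lay in one line of the slide and the 25(OH)D arrays in another, so that line and group cannot be told apart. The number of arrays limits the precision. The fit was tested on simulated data for this comparison, with 2697 probes and 200 changed in each of 20 runs. It recovered 72.5% of probes changed 1.5-fold, 91% of those changed 2-fold and 97.8% of those changed 4-fold, and 4.5% of its calls were false. The simulated probes varied independently, with rises and falls in equal number. Probes that change alike, the spread of levels near background and the slide's lines were not simulated. These shares therefore do not carry over to the real calls.

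The alternatives covered background correction, scaling, the filter, the source of values, the test, the replicate block and each array left out. Normexp was run on median signals, since mean signals were not used here. The brightest probe per RNA and an adjustment over the tRF-1 list alone needed RNA names and were not run, and a slide block was not run because there was 1 slide. The place of an array along its line, arrays at shared places, averaged consecutive identifiers, both orders of leaving out marked spots, normexp with repaired backgrounds and the authors' table with the methods' t-test were added after seeing the data. The 50 mRNA probes of 10 spots each were named through RefSeq accessions, and all 50 matched.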

Results

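Small RNA profiles were obtained from MDA-MB-453 cells kept for 5 days in 100 nM 25(OH)D or in its solvent, with 3 arrays per group. Between 2638 and 3239 of the 14686 small RNA probes were well above background on an array. Detection differed by class: 49.8% of TRF probes entered the test, against 6.3% of MIRNA probes and 3.8% of PST probes. TRF probes gave 97.21% ± 0.0329 of the small RNA signal in controls and 97.28% ± 0.0690 with 25(OH)D (SD, n = 3, exact permutation p = 0.3). MIRNA probes gave 2.66% ± 0.0336 and 2.59% ± 0.0612 (SD, n = 3, exact permutation p = 0.2). Arrays of one group correlated across probes at 0.997 to 0.998 and arrays of different groups at 0.994 to 0.996. Probes are not independent replicates.

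The first comparison asked which small RNAs differed with 25(OH)D. In all, 191 probes were lower and 25 were higher among the 2697 tested, after Benjamini-Hochberg adjustment of the limma fit. Of 462 tested MIRNA probes, 114 fell, 13 rose and 335 did not pass. Of 2118 TRF probes, 72 fell, 10 rose and 2036 did not pass. Adjusted over each class alone, 8 TRF probes were lower and 0 higher, from 356 with an unadjusted limma p under 0.05, and 150 MIRNA probes were lower and 14 higher. Of 117 PST probes, 5 fell, 2 rose and 110 did not pass, and adjusted over their class alone 2 were lower and 0 higher. With probes of consecutive identifiers averaged, 132 were lower, of which 65 were MIRNA and 63 were TRF. This merged few TRF probes: the 2118 tested lay in 2079 runs, against 248 runs for the 462 MIRNA probes. With probes that had only a bound counted at that bound, a change of at least 2-fold was seen in 40 falling and 3 rising MIRNA probes, in 9 falling TRF probes and in 1 falling PST probe. The groups did not overlap for 30.1% of tested probes, where chance gives 10%. Of the probes that passed, 177 were well above background on each 25(OH)D array, 23 on some and 16 on none.

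The number and direction of these calls moved with the processing. Lower probes made up 88.4% of the calls, 95.7% without scaling, 96.1% with marked spots left out array by array and 91.5% with quantile normalization after leaving out marked spots. With quantile normalization of all spots they were 98 of 143, or 68.5%, and with the authors' deposited log2 values 116 of 179, or 64.8%. The 75th percentile over all small RNA probes left 75 calls (59 lower, 16 higher), the methods' t-test 85 and the replicate block 45. Normexp gave 0 calls, with 25 probes at an unadjusted limma p under 0.05, and 46 calls once marked backgrounds were repaired. Leaving out one array at a time gave 97 to 148 calls in total. The count was 104 without control replicate 2, 129 without control replicate 3, and 117, 97 and 113 without 25(OH)D replicates 1, 2 and 3. No probe passed when every dim probe was tested, where 812 had an unadjusted limma p under 0.05.

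**Figure D1:**
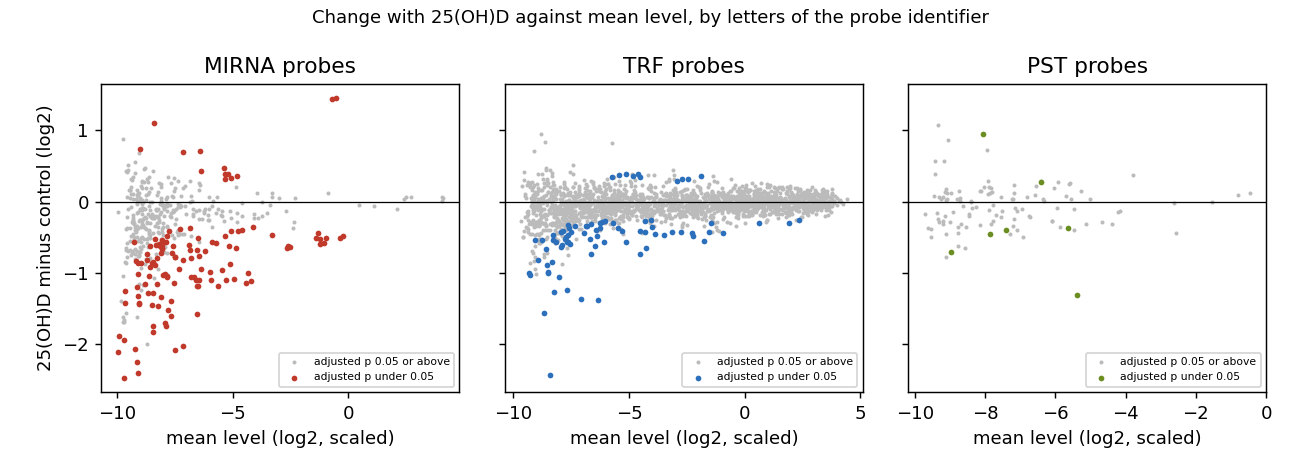
Each point is a tested probe, with its mean scaled level (log2) on the horizontal axis and the 25(OH)D minus control difference (log2) on the vertical axis, in one panel per class. Coloured points passed the adjusted threshold: 114 of the MIRNA probes lie below 0 and 13 above.

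The probe ASHG38SMR20MIRNA100000042TV1 rose 2.74-fold, with a log2 difference of 1.46 ± 0.10 (SE, adjusted p = 0.00158, limma). Its scaled level was -1.28 ± 0.127 in controls and 0.17 ± 0.136 with 25(OH)D (SD, n = 3, exact permutation p = 0.1, the smallest possible). The neighbouring identifier ASHG38SMR20MIRNA100000043TV1 rose 2.72-fold (log2 difference 1.44 ± 0.0669, SE, adjusted p = 0.000937). Both were well above background on all 6 arrays. Both calls were lost with plain normexp, at 1.40 (adjusted p = 0.236) and 1.35 (adjusted p = 0.159), and without a filter, at an unchanged 1.46 and 1.44 (adjusted p = 0.129 for each). Over the alternatives the log2 differences stayed between 1.34 and 1.70 and between 1.33 and 1.69, with adjusted p of 7.94e-10 to 0.236 and 4.06e-11 to 0.159.

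Of the probes that fell, ASHG38SMR20MIRNA100003533TV1 was not well above background on any 25(OH)D array and was at least 1.82-fold lower (adjusted p = 0.0260, limma). That call held in 9 of 21 alternatives, with adjusted p of 5.35e-28 to 0.857 over all of them. The smallest came without scaling, where limma fitted a single variance shared by all probes, which overstates the evidence. The 75th percentile over all small RNA probes was fitted in the same way. Apart from these settings the smallest was 0.000985, with the deposited log2 values, where the log2 difference was only -0.882. The call was lost with each single omission apart from 25(OH)D replicate 3, although the log2 difference stayed between -2.55 and -2.14 where it was lost. The log2 difference was -2.47 with its levels near background taken as measured, -0.11 with repaired normexp and turned to 0.76 with plain normexp. Both normexp versions add an offset of 50 units, which shrinks the log2 differences of probes this dim. The -0.11 therefore cannot tell whether the fall was absent. ASHG38SMR20TRF100009189TV1 showed a log2 difference of -2.43 ± 0.221 (SE, adjusted p = 0.00276). It was well above background on all 3 control arrays and on 1 of 3 25(OH)D arrays, so the size of the fall rests in part on levels near background. Its call was lost with repaired normexp, where the log2 difference shrank to -0.33 (adjusted p = 0.199), and with plain normexp, where it turned to 0.56 (adjusted p = 0.799). The offset shrinks the difference of this dim probe too, so the -0.33 is not a measure of the same fall. The call was also lost without a filter, at an unchanged -2.43 (adjusted p = 0.129), and with the methods' t-test on the whole deposited table, at -2.03 (adjusted p = 0.0552). Over all its alternatives the adjusted p ran from 2.3e-27 to 0.799. The smallest again came without scaling, and apart from the fits with a single shared variance it was 3.81e-07.

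**Figure D2:**
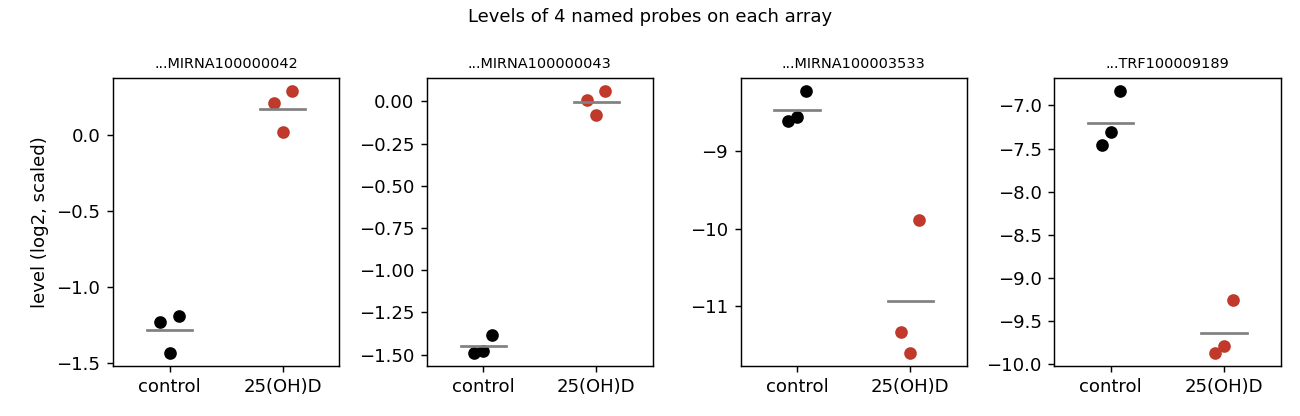
Scaled level (log2) of the 4 named probes on each array, with points for the 3 arrays of a group and a grey line for their mean. For ASHG38SMR20MIRNA100000042TV1 the control arrays lie between -1.43 and -1.19 and the 25(OH)D arrays between 0.02 and 0.28.

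The second comparison concerned tsRNAs at the study's thresholds of a 1.5-fold change and an unadjusted p under 0.05. With limma, 31 TRF probes were lower and 3 were higher. The methods' t-test gave 25 lower and 2 higher at these thresholds, and 31 TRF probes passed it after Benjamini-Hochberg at any fold. With limma, quantile normalization gave 15 lower and 11 higher, and no scaling gave 69 lower and 4 higher. The 75th percentile over all small RNA probes turned the excess, with 18 lower and 28 higher. At most 22.1% of these probes were well above background on an array, so that this percentile lies near the level of undetected probes. Normexp, plain or repaired, gave 0 lower and 0 higher. It adds an offset of 50 units, which keeps dim probes from reaching a 1.5-fold change easily. These counts therefore cannot show that dim TRF probes did not change.

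The third comparison set each class against the other probes. The median difference was -0.30 for MIRNA probes, -0.04 for TRF probes and -0.06 for PST probes (log2), against -0.05 for all tested probes. In the same order the class medians were -0.1, 0.022 and 0.105 with quantile normalization and -0.099, 0.025 and 0.114 with the deposited log2 values. With the 75th percentile over all small RNA probes they were -0.055, 0.207 and 0.181. Relative to the other probes, the MIRNA median differed by -0.26 (camera adjusted p = 1.05e-09), a call that was lost with an estimated correlation (adjusted p = 0.0773). The difference shrank to -0.125 with quantile normalization and with the deposited log2 values, and to -0.11 with quantile normalization after leaving out marked spots. The call held in these settings. TRF probes stood 0.20 above the other probes (adjusted p = 1.1e-06), which was lost too (adjusted p = 0.0773 with an estimated correlation). This value was 0.0729 with quantile normalization, 0.0571 after leaving out marked spots first and 0.0773 with the deposited log2 values. As the other tested probes were 462 MIRNA and 117 PST probes, it largely mirrors the MIRNA result, and 72 TRF probes fell against 10 that rose. Fry, which tests each class on its own, gave unadjusted p of 0.00231 for MIRNA, 0.0439 for TRF and 0.255 for PST. As 60.9% of the TRF changes lay below 0, its TRF value does not speak for a rise. Plain normexp with an offset of 50 reversed the MIRNA and TRF differences past the threshold, to 0.48 for MIRNA (adjusted p = 0.0272) and -0.56 for TRF (adjusted p = 0.00836). In that run, marked local backgrounds raised the corrected floor to 948.2 units on 25(OH)D replicate 2 and 173.4 on control replicate 3. Repaired normexp ended both calls, at 0.00 for MIRNA (adjusted p = 0.0759) and -0.02 for TRF (adjusted p = 0.395). Testing without a filter also ended both, with adjusted p = 0.0723 for MIRNA and, at -0.01, adjusted p = 0.801 for TRF. Over the alternatives the adjusted p ran from 1.13e-21 to 0.0773 for MIRNA and from 1.23e-14 to 0.801 for TRF. Both smallest values came from the 75th percentile over all small RNA probes, fitted with a single shared variance. PST probes did not pass (adjusted p = 0.232), with a median of -0.01 relative to the other probes while the test pointed up. The PST class passed, upward, in 7 of 22 alternatives, with adjusted p of 0.00571 under quantile normalization and 0.0116 with the deposited log2 values, and a range of 0.00017 to 0.921 over the alternatives. The mean signal of 81.2% of the tested MIRNA probes lay below the normexp offset of 50, and of 28% of the TRF probes. The offset thus shrinks log2 differences of MIRNA probes more than those of TRF probes, and repaired normexp cannot decide the class difference.

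The median MIRNA level minus the median TRF level was -4.98 ± 0.204 in controls and -5.50 ± 0.115 with 25(OH)D (SD, n = 3). Each 25(OH)D array lay below each control array, and the exact permutation p was 0.1, the smallest that 3 against 3 allows. The control arrays and the 25(OH)D arrays lay in different lines of the slide, so that line and group cannot be told apart in any of these comparisons.

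**Figure D3:**
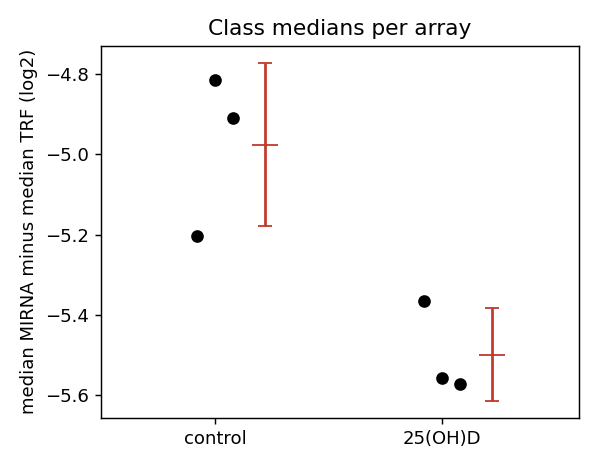
Median MIRNA level minus median TRF level (log2) on each array, with black points for arrays and the group mean ± SD in red. The control arrays lie between -5.20 and -4.81 and the 25(OH)D arrays between -5.57 and -5.37.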

Values the study reported

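The study reported 10 upregulated and 11 downregulated tRFs after 25(OH)D, at a fold change of at least 1.5 and past its p-value threshold.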

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

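The comparison of spots outside the small RNA probes was made after seeing the data. Among the 50 mRNA probes and 60 kinds of control spot, 1 control spot was brighter on each 25(OH)D array than on any control array. The spot named DCP_22_2 had median signals of 4.68, 4.65 and 5.58 units on the control arrays and 7.73, 6.28 and 6.29 with 25(OH)D, a measured log2 difference of 0.444 (exact permutation p = 0.1, n = 3). It was not well above background on any control array, so only a bound can be given, at least 1.23-fold higher after scaling. The p was not adjusted for the 110 kinds of spot compared, and what the spot measures is not given in the sources used here.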

How the results depend on the processing

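Total calls, higher probes, lower MIRNA probes and lower TRF probes are given in this order (216, 25, 114 and 72 as reported), followed where they moved by TRF probes lower and higher at the study's thresholds (31 and 3). Where nothing else is said, the cause was not tested. Repaired normexp backgrounds, both orders of leaving out marked spots, the place along the line, shared places, averaged identifiers and the whole deposited table were chosen after seeing the data. 

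Normexp on median signals gave 0, 0, 0 and 0, with 25 probes at an unadjusted limma p under 0.05, and 0 and 0 at the study's thresholds. It turned the class differences to 0.475 for MIRNA, -0.562 for TRF and 0.352 for PST (log2), and ASHG38SMR20MIRNA100003533TV1 and ASHG38SMR20TRF100009189TV1 to 0.759 and 0.563. Bright local backgrounds that the scanner software marked as non-uniform, up to 72548 units on 25(OH)D replicate 2 and 3188 on control replicate 3, raised the corrected floor there to 948.2 and 173.4 units, against 54.1 to 56.5 on the others. With such backgrounds at the array's median, the counts were 46, 6, 29 and 10, then 0 and 0, and the class differences 0.00291, -0.0161 and 0.0459. Both versions add an offset of 50 units, which shrinks the log2 differences of dim probes most. Their differences and fold counts are therefore not on the scale of the other settings. PST passed under both normexp versions, both quantile versions, no filter, the authors' log2 values and the place covariate.

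Quantile normalization gave 143, 45, 69 and 27, then 15 and 11, with PST at 0.0906. After leaving out marked spots first it gave 82, 7, 62 and 12, then 19 and 10, with PST at 0.119. The 75th percentile over all probes gave 75, 16, 52 and 6, then 18 and 28, and moved the median of all probes from -0.05 to 0.19. It lies near the level of undetected probes, as at most 22.1% were well above background on an array. No scaling gave 10 higher probes and 69 TRF probes lower at the study's thresholds, with a median of -0.17. The first calculation, with marked spots left out array by array, gave 205 calls, of which 8 were higher.

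No filter gave 0, 0, 0 and 0, then 89 and 21, over more probes tested, with class differences of 0 for MIRNA, -0.0133 for TRF and 0 for PST. Probes detected on all 6 arrays gave 39 higher, then 17 and 1. The authors' log2 values gave 63 higher probes over all classes and 31 lower TRF probes, then 15 and 11, with PST at 0.0967. All probes of that table with the methods' t-test gave 29, 8, 17 and 3, then 11 and 11. The methods' t-test on the scanner values gave 85, 13, 49 and 22. With trend and robust prior, eBayes gave 61 higher probes over all classes and 116 lower TRF probes. Camera with an estimated correlation left the differences at -0.262 for MIRNA and 0.202 for TRF, with both calls lost.

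The replicate block gave 45, 4, 34 and 6 calls. Samples with one number did not deviate together (correlations across probes of -0.18, -0.17 and -0.23), and no control array correlated best with its own number. The place along the line as a covariate gave 92, 5, 63 and 22, with PST at 0.0304. Arrays at shared places gave 54, 3, 41 and 9, and 1 TRF probe higher at the study's thresholds, from fewer samples. Averaged consecutive identifiers gave 12 higher probes and 65 lower MIRNA runs.

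Leaving out one array at a time gave 97 to 148 calls in total, 3 to 13 higher, 70 to 98 lower MIRNA and 21 to 35 lower TRF probes, and 1 to 5 TRF probes higher at the study's thresholds. The MIRNA class difference stayed between -0.339 and -0.221. The probes ASHG38SMR20MIRNA100000042TV1 and ASHG38SMR20MIRNA100000043TV1 passed in 20 of 22 alternatives each. The median signal of tested MIRNA probes, 12.5 units against 476.8 for TRF probes, limits what these arrays resolve.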

Other observations

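The tests below, the count of splits included, were chosen after the results were seen. At the study's thresholds 3 TRF probes were higher here. That is lower than the value quoted from the study above. At the same thresholds 31 were lower. That is higher than the value quoted from the study above. These 2 counts come from limma on scanner values scaled here, not from the study's own values and test, so they are not like for like. With the authors' deposited log2 values for all 3769 probes and the methods' t-test, 11 TRF probes were higher and 11 lower. Those counts lie close to the values quoted from the study above, although no probe could be matched to a named fragment.

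The real grouping gave 216 calls and the highest of the other splits gave 1. Only 1 of the 10 splits, the real one, gave as many, but 10 splits are too few for a share under 0.05.

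MIRNA probes were lower than TRF probes under 25(OH)D, and MIRNA probes are dimmer. Set against the 50 TRF probes nearest in level, MIRNA probes still differed by -0.186 log2 units (SE 0.0585, exact permutation p = 0.1), which argues against a shift shared by all dim probes as the whole cause, although it is smaller than the unmatched difference of -0.26. With the place along the slide as a covariate the difference was -0.280, which argues against a gradient along the line. The number of lines that held both groups was 0, so an effect of the slide's line and one of 25(OH)D cannot be told apart. A response of these RNAs to 25(OH)D thus may stand beside the line effect as an open explanation, and the difference was 0.01 with repaired normexp. It turned to 0.56 with plain normexp, where marked backgrounds raised the floor on 25(OH)D replicate 2 and control replicate 3. Normexp adds an offset of 50 units, which shrinks changes of the dimmer MIRNA probes more than those of TRF probes. The 0.01 therefore cannot decide whether MIRNA probes differed.

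MIRNA probes with consecutive identifiers changed alike. Across 214 such pairs the Pearson correlation of the changes was 0.840, against at most 0.238 in 1000 random pairings. For identifiers 2 apart, in one run or not, it was 0.533 over 121 pairs, against at most 0.312 in random pairings. For identifiers 3 to 6 apart, in one run or not, it was 0.022 to 0.124, within random pairings. Inside one run it was 0.747 at 2 apart (73 pairs), 0.217 at 3 apart (14 pairs), 0.827 at 4 apart (8 pairs) and 0.535 at 5 apart (4 pairs), so that the longer runs, of up to 6 probes, may hold more than one RNA. Probes are not independent replicates. This is consistent with several probes for one small RNA, so that the 127 MIRNA calls, which lie in 79 runs of consecutive identifiers, may stand for fewer RNAs. Averaging each run gave 65 lower MIRNA runs and 63 lower TRF runs among 132. Few TRF probes had consecutive identifiers, with 2118 tested probes in 2079 runs. Changes of TRF probes correlated at 0.276 for identifiers 3 apart (1221 pairs) and 0.25 for 6 apart (1187 pairs). Random pairings gave at most 0.113 and 0.108, so that the lower TRF runs may also stand for fewer RNAs.

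On control replicate 3, 435 probes were well above background that were not so on any other array, against 55 to 158 on the other arrays. Their median signal there was 6.49 units, and 297 were MIRNA probes.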
